A study of Mus musculus with 3 samples. Its data were reported in "TFAP2 paralogs regulate melanocyte differentiation in parallel with MITF" (2017).

How the data were processed

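TFAP2A-bound chromatin was precipitated from formaldehyde-fixed, sonicated melan-a cells in 2 ChIP replicates and sequenced, and an input control was sequenced from the same cell line. Per the labels, TFAP2A chromatin was compared with the input. The authors deposited 1 peak list per ChIP replicate, called on each replicate on its own and not on pooled reads. No table for the input was used here. The aligner, the peak caller, their versions and the read filters for the mouse ChIP-seq are not given in the sources used here.

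Each deposited list gave, for every peak, its position, its summit, a fold enrichment over background (a ratio), the -log10 of its p-value, the -log10 of its q-value and a score. The score in the deposited lists was checked on each peak and equalled the whole part of 10 times the -log10 p, so it was not used as a separate measure. The lowest -log10 p was 5.05 in replicate 1 and 5.06 in replicate 2, and the lowest -log10 q was 2.64 in both, so the deposited lists hold no region below these values. The deposited fold enrichment belongs to the authors' peak caller, and its values were used to rank, filter and describe peaks. How many reads lay behind a list was unknown, so a difference in the number of peaks can come from a difference in depth. Intervals on an excess over flanks in percentage points are not Clopper-Pearson intervals, since such an excess is a difference of percentages. All other intervals on percentages are exact Clopper-Pearson 95% intervals and cover counting error over peaks or genes only. They do not cover variation between cultures, for which there were 2 replicates.

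Coordinates were used as given. The genome build was taken to be mm9 (NCBIM37), since the names of the unplaced contigs are in its style, 0 peaks ran past the end of a chromosome of that build, and TFAP2 sites were central at summits in its sequence. Genes came from the GENCODE mouse version 1 annotation of that build (Ensembl release 65), with 22367 protein-coding genes on the assembled chromosomes. In that annotation Tfap2a and Tfap2b appear as Tcfap2a and Tcfap2b, matched through the synonyms in the NCBI gene table. Peaks on unplaced contigs (37 in replicate 1 and 41 in replicate 2) and on the mitochondrial genome (1 in each) counted as peaks and in overlaps, but were left out of the analyses of location, sequence, genes and chromosomes.

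Peaks were called shared when they overlapped by at least 1 bp, the rule in the study's methods. Unless stated otherwise the shared set held the replicate 1 peaks with their summits. For the comparison of enrichment and of summits, pairs were kept in which each peak was the other's largest overlap, and intervals came from 1000 bootstrap draws of pairs. Random overlap was estimated with bedtools 2.31.1 by placing replicate 2 peaks at random within their chromosomes, without overlap, in 1000 draws. Location was read at the summit in the order promoter, exon, intron and intergenic, with promoters from 5 kb upstream to 1 kb downstream of a TSS of any annotated transcript, and compared with 1000 draws of as many positions on the same chromosomes outside assembly gaps of at least 1 kb. Sites were searched on both strands within 50 bp of the summit and in windows of the same length centred 400 bp to each side, and compared per peak by an exact McNemar test for each flank, of which the larger p-value is given. Gene lists were compared with all other protein-coding genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 5 lists. These tests describe 2 libraries, since peaks and genes are not biological replicates.

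The tests, the gene lists and the rule for naming peaks were fixed before the data were examined. The rule named the 21 listed genes, the 10 shared regions with the best mean of their ranks by enrichment, and the 2 peaks of highest enrichment found in 1 replicate only, for each replicate. Alternatives fixed at the same time were a -log10 q of at least 5, the upper 50% of each list by enrichment, merging of touching peaks (0 were found), a reciprocal overlap of at least 50%, summits within 100 bp, lists of the same length, other counting sides, shifts of 10 kb and 100 kb, -log10 p in place of enrichment, correlation given both widths, promoters of 1 kb to each side of the TSS, protein-coding genes only, a longer TFAP2 consensus, windows of 100 bp, gene windows of 1 kb and 100 kb, and each replicate on its own.

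The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and pysam 0.24.0, and samtools 1.23.1. The scripts were tested on simulated data first. In 18490 simulated replicate 1 peaks, all 14000 with a planted partner were recovered, and all 3000 planted TFAP2 sites were found in 10000 simulated sequences. Partners were moved by less than a peak width, and the planted site was the longer consensus. Recovery was therefore close to certain, so these tests check the code and not its performance on real peaks.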

Results

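TFAP2A is a transcription factor that melanocytes, the pigment cells of the skin, express. To find where it sits on chromatin in these cells, chromatin bound by TFAP2A was precipitated with an antibody and its DNA sequenced (ChIP-seq). The cells were melan-a, an immortalised mouse melanocyte line that lacks Cdkn2a. The series held 3 samples, of which 2 were TFAP2A ChIP replicates (called replicate 1 and replicate 2 here) and 1 was input chromatin that had not been precipitated. Each ChIP replicate had its own list of peaks, which are regions where the ChIP signal exceeded background. No values of the input were analysed here, so it entered only through the peak calling. The number of reads behind each list was unknown, and precision is therefore given by the spread between the replicates or by counting intervals over peaks.

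The first comparison asked how well the replicates matched. Replicate 1 had 18528 peaks and replicate 2 had 21459, a mean of 19993.5 ± 2072.53 (SD, n = 2) and a ratio of 1.16. The median peak width was 423 bp in replicate 1 and 358 bp in replicate 2, and the peaks covered 9.07 Mb and 8.85 Mb of the genome. The fold enrichment that the peak caller gave to each peak had a median of 5.56 in replicate 1 and 5.75 in replicate 2, a mean of 5.65 ± 0.134 (SD, n = 2). It reached 64.6 in replicate 1 and 56.4 in replicate 2. A stricter threshold of -log10 q of at least 5 kept 18132 peaks of replicate 1 and 21013 peaks of replicate 2, which was 97.9% of either list.

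Of the replicate 1 peaks, 16134 overlapped a replicate 2 peak by at least 1 bp, or 87.1% (95% exact binomial interval 86.6 to 87.6). Counted from the other side, 16305 replicate 2 peaks overlapped a replicate 1 peak, or 76.0% (75.4 to 76.6). This left 2394 peaks in replicate 1 only and 5154 in replicate 2 only. When all peaks were merged into 23607 regions, 16059 regions (68.0%) held peaks of both replicates. Counting merged regions was the alternative that moved the shared percentage most, and taking the same number of top peaks from both lists gave 78.5%. The overlap was far above chance placement. On the assembled chromosomes 16099 of 18490 replicate 1 peaks were shared, against a mean of 147 ± 12.5 (SD over 1000 draws) when replicate 2 peaks were placed at random within their chromosomes, a 110-fold excess (one-sided permutation p = 0.001, the smallest that 1000 draws can give). Shifting replicate 2 peaks by 10 kb, a control that keeps local clustering, left 512.5 overlapped peaks on average, so the observed overlap was 31.4-fold higher than that.

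Whether a peak was shared depended on its enrichment within its own list. In replicate 1, 67.0% of the peaks in the lowest decile of enrichment were shared (64.8 to 69.1), and all 1852 peaks of the highest decile were. In replicate 2 the share rose from 56.2% (54.1 to 58.4) to 98.6% (98.0 to 99.1). The median enrichment of shared peaks was 5.93 in replicate 1 against 3.99 for peaks found in replicate 1 only, a ratio of 1.48 (bootstrap 95% interval 1.46 to 1.51). In replicate 2 the medians were 6.40 and 4.60, a ratio of 1.39 (1.37 to 1.41).

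**Figure D1:**
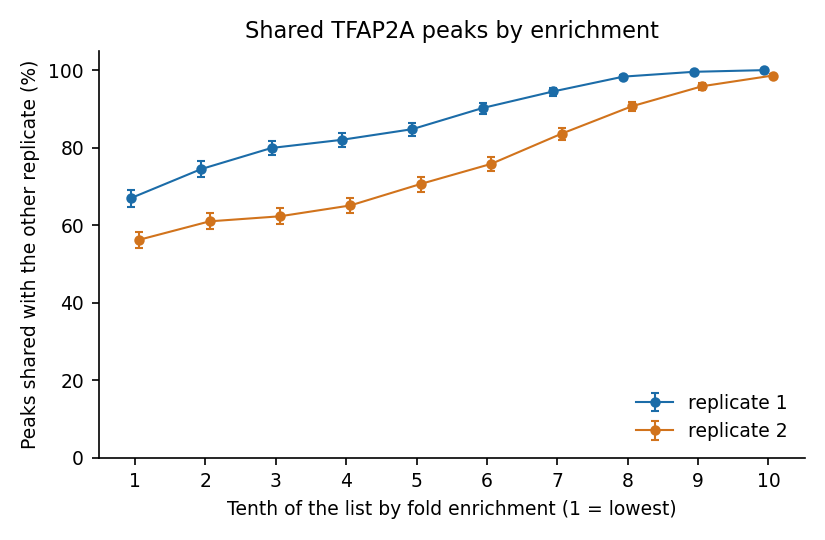
Percentage of TFAP2A peaks shared with the other replicate (y axis) in each decile of a replicate's list by fold enrichment (x axis, 1 is the lowest); points are percentages and bars are 95% exact binomial intervals. The share rises from 67.0% to 100% in replicate 1 and from 56.2% to 98.6% in replicate 2.

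Enrichment agreed between the replicates at shared peaks. Over 16069 pairs, in which each peak was the other's largest overlap, Spearman's rho was 0.847 (bootstrap 95% interval 0.841 to 0.852) and Pearson's r of the log2 values was 0.870. These correlations run across peaks of 2 libraries, and peaks are not independent replicates. The median ratio of replicate 2 to replicate 1 was 1.05, 98.4% of pairs lay within 2-fold, and 57.8% had the higher value in replicate 2. Restricting both lists to the upper 50% by enrichment lowered rho most, to 0.745. Summits, the positions of highest signal, lay a median of 24 bp apart (bootstrap 95% interval 23 to 24, quartiles 11 and 45), and 94.7% of pairs had summits within 100 bp.

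**Figure D2:**
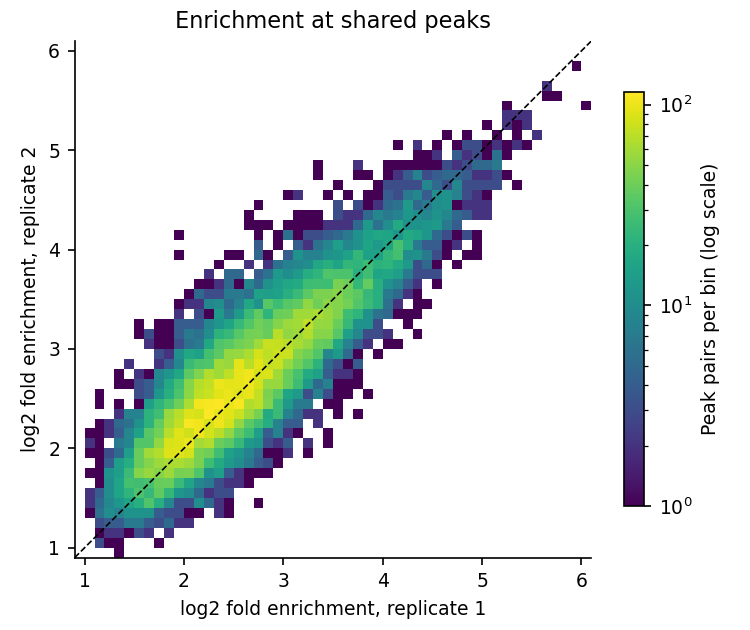
Fold enrichment of shared TFAP2A peaks on the assembled chromosomes in replicate 1 (x axis, log2) and replicate 2 (y axis, log2); colour gives the number of peak pairs per bin on a log scale and the dashed line marks equal values. The pairs lie along the line, and 98.4% of all pairs are within 2-fold of it.

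The shared regions with the highest enrichment lay away from promoters. Coordinates are those of the files (mouse build mm9), and values are fold enrichment as mean ± SD over the replicates (n = 2). The region with the best mean rank was on chromosome 10 from 27353990 to 27355424, between genes, with its summit at -17904 bp from the transcription start site (TSS) of Lama2 and an enrichment of 59.0 ± 3.69. Its summit sequence, 20 bp to each side, was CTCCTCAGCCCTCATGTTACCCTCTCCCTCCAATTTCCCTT, and 1 TFAP2 site lay within 50 bp, whereas 4 of the 10 regions (near Has2, Pax3 and Pcdh7 and in Prkg2) had none. Next came a region on chromosome 15 from 56672706 to 56673729, between genes and -147.1 kb from the TSS of Has2, with 54.6 ± 14.2. An intronic region of Taf4b on chromosome 18 from 15050995 to 15052075 had 50.4 ± 1.80, and an intronic region of Prkg2 on chromosome 5 from 99379592 to 99380609 had 50.3 ± 0.132. A region on chromosome 19 from 34847007 to 34847949 lay between genes at -25.7 kb from the TSS of Slc16a12 and had 49.8 ± 4.53. The other 5 of the 10 regions had means between 40.7 and 48.5 and lay 138.65 kb from the TSS of Pax3, 425 kb from the TSS of Pcdh7, and in introns of Cdh10, Ndst4 and Alcam. The strongest peak found in replicate 1 only was on chromosome 14 from 48516947 to 48517315, between genes, with an enrichment of 10.0, followed by an intronic peak of Ncam1 on chromosome 9 from 49530669 to 49531142 with 9.90. The strongest found in replicate 2 only were on chromosome 16 from 74505332 to 74505963, at -93.6 kb from the TSS of Robo2, with 17.8, and in an intron of Mbd5 on chromosome 2 from 49070319 to 49070877, with 16.8.

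The second comparison asked which genomic features TFAP2A peaks occupied. Of 16099 shared peaks on the assembled chromosomes, 28.8% had their summit in a promoter (28.1 to 29.5), defined as 5 kb upstream to 1 kb downstream of any annotated TSS, against 11.3% of random positions, a 2.55-fold excess. A further 37.3% lay in introns (36.6 to 38.1) against 33.4% at random, 1.86% in exons (1.66 to 2.08) against 2.15%, and 32.0% between genes (31.3 to 32.8) against 53.2%. Two-sided permutation p-values, from random placement, were 0.002, the smallest that 1000 draws can give, for promoters, introns and intergenic sequence, and 0.008 for exons. The deficit in exons did not hold when promoters were narrowed to 1 kb on each side of the TSS (2.40%, permutation p = 0.336), nor in the upper 50% of each list by enrichment (2.08%, permutation p = 0.859). Each list on its own gave nearly the same shares, with 28.3% ± 0.0837 in promoters, 37.3% ± 0.0327 in introns, 1.91% ± 0.0678 in exons and 32.5% ± 0.119 between genes (mean ± SD, n = 2). Promoter peaks were weaker than the rest, with a median enrichment of 4.99 in replicate 1 against 6.24 in introns and 6.56 between genes. The share of promoter peaks fell from 50.7% in the weakest decile of shared peaks (48.2 to 53.2) to 13.5% in the strongest (11.9 to 15.3).

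**Figure D3:**
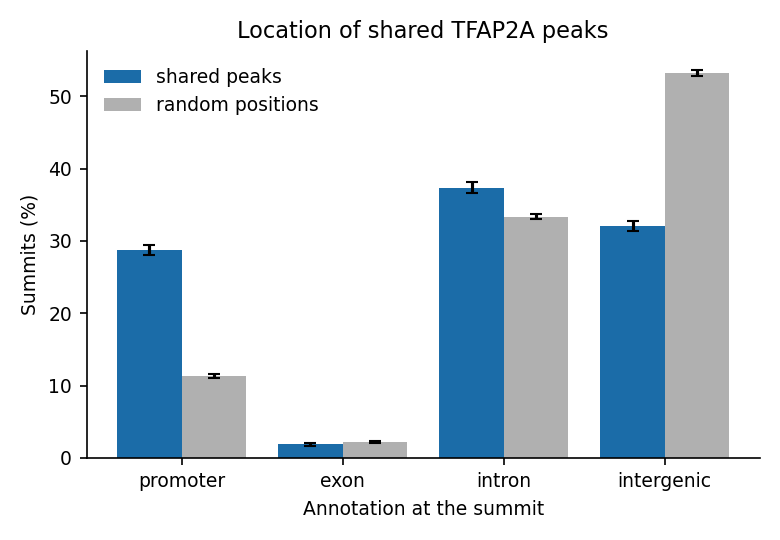
Percentage of summits (y axis) by annotation at the summit (x axis) for 16099 shared TFAP2A peaks (blue, bars show 95% exact binomial intervals) and for random positions on the same chromosomes (grey, bars show the SD over 1000 draws). Promoters hold 28.8% of the peaks and 11.3% of the random positions, and intergenic sequence holds 32.0% and 53.2%.

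The third comparison asked whether peaks centred on the sequence that TFAP2 proteins bind. The consensus GCCNNNGG, on either strand, lay within 50 bp of the summit in 57.1% of shared peaks (56.3 to 57.8), against 15.3% of windows of the same length 400 bp to each side, a 3.73-fold excess. It was present at the summit and absent from the left flank in 7669 peaks, and the reverse held in 907 (for the right flank 7656 and 967). The exact two-sided McNemar p-value, taken from the less extreme flank, was 1.2e-1283. The longer consensus GCCNNNGGC was found in 19.1% of peaks and in 2.94% of flanks. The percentage in the separate lists was 55.4% for replicate 1 and 58.4% for replicate 2. With the shared set held as replicate 2 peaks and their summits it was 60.1%. Promoter peaks held a site in 63.8% of cases (62.3 to 65.1) and distal peaks in 54.4% (53.5 to 55.3), a difference of 9.38 percentage points (Fisher's exact test, two-sided, p = 7.8e-28). Flanks differed in the same way, with 21.9% around promoter peaks and 12.6% around distal peaks. The excess over the flanks was 41.8 percentage points in both classes, or 2.90-fold at promoter and 4.31-fold at distal peaks. The equal difference was particular to this consensus and window. With GCCNNNGGC it was 17.8 points at promoter and 15.5 at distal peaks, and with 100 bp to each side 40.8 and 43.0.

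**Figure D4:**
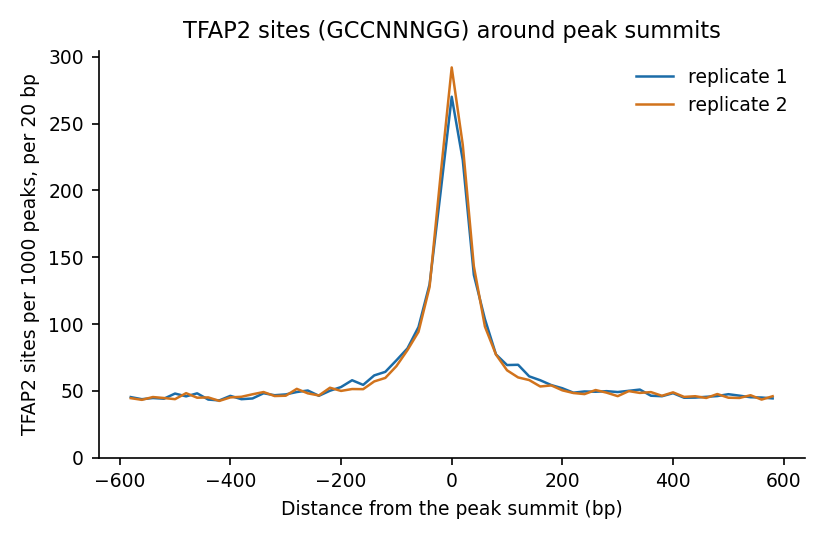
TFAP2 sites (GCCNNNGG, both strands) per 1000 peaks in bins of 20 bp (y axis) by distance from the summit in bp (x axis), for all peaks of each replicate on the assembled chromosomes. The bin at the summit holds 270.1 sites per 1000 peaks in replicate 1 and 292 in replicate 2, against 46.3 and 45.2 at -400 bp.

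Sites of other factors known in melanocytes were counted in the same windows, together with the string CGGNNNCG as a control, which also fixes only G and C bases around a gap of the same length but, unlike the TFAP2 consensus, contains CpG. The p-values given are exact two-sided McNemar tests adjusted by the Benjamini-Hochberg method over these 6 sites. AP-1 sites (TGASTCA) were in 6.36% of shared peaks against 1.75% of flanks, a 3.64-fold excess (exact p = 1.7e-97). TEAD sites (GGAATG) were in 10.5% against 5.54%, a 1.90-fold excess (exact p = 1.8e-61). SOX sites (ACAAWGG) were in 5.21% against 3.29%, a 1.58-fold excess (exact p = 2.8e-14). The control had a 1.46-fold excess (5.93% against 4.07%, exact p = 2.2e-16). Its fixed bases are all G or C, whereas the sites of the other factors also fix A or T. A difference in base composition between summits and flanks could move these sites unlike the control, so it is no baseline for their excess. The M-box TCATGTG, a site of MITF, was in 2.01% against 1.72% (exact p = 0.148), and the E-box CACGTG was in 1.78% against 1.42% (exact p = 0.148). In the shared peaks the M-box lay at the summit only in 315 peaks and in the left flank only in 259 (right flank 311 and 275). For the E-box these counts were 279 and 200 (right flank 280 and 245). The p-values are from the less extreme flank, so they do not show that the sites lack an excess. Neither excess was past 0.05 at that flank in the shared peaks or in the replicate 1 list (exact p = 0.23 for both). Both were past it in the replicate 2 list, with 2.29% for the M-box (exact p = 0.000516) and 1.90% for the E-box (exact p = 3.9e-05). In that list their excess over the flanks, 1.37-fold and 1.41-fold, was below that of the control (6.27% against 4.19%), as was the 1.46-fold excess of SOX sites. As the control differs in base composition, this does not show that these excesses are unspecific.

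The fourth comparison asked whether TFAP2A peaks lay at genes of the pigmentation program and at other genes lowered by Tfap2a siRNA. The 21 genes came from the text of the study and formed 3 lists of 5, 10 and 6 genes. The study named the third list for reported changes in melanoma, so counts over all 21 genes do not cover pigmentation genes alone. The study named some of them because of TFAP2A peaks nearby, so their peaks are not independent evidence. A gene counted when any of its TSSs had a peak, and the comparison was not matched on the number of TSSs. A shared peak between 5 kb upstream and 1 kb downstream of a TSS was present at 2 of 5 genes of the first list (Dct, Mc1r, Mlph, Pmel, Slc24a4), which the study named as dependent on TFAP2A (Fisher's exact test, two-sided, p = 0.2). It was present at 6 of 10 genes of the second list (Trpm1, Slc45a2, Oca2, Tyr, Tyrp1, Mitf, Sox10, Kit, Tfap2a, Tfap2b), against 17.0% of the other 22357 protein-coding genes (exact p = 0.0027, adjusted over 5 lists 0.0045). For the third list, genes lowered by Tfap2a siRNA (Aldh1a3, Igf2bp1, Ephb2, Pbk, Qpct, Wfdc1), it was 2 of 6 (exact p = 0.27). Over all 21 genes it was 10, or 47.6% (25.7 to 70.2), against 17.0% of other genes (exact p = 0.0011, adjusted 0.0028). Olfactory receptor genes, taken as genes that melanocytes are not expected to use, had such a peak in 3 of 1113 cases (0.270%, 0.0556 to 0.786). Widening the window to 100 kb gave 80.0% for the second list and 69.6% for other genes, which no longer differed (exact p = 0.73).

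At Mc1r (ENSMUSG00000074037.2, chromosome 8 from 125930982 to 125934642, plus strand) 2 shared peaks lay upstream. The first, from 125927918 to 125928826 with its summit at -2694 bp from the TSS, had an enrichment of 10.3 ± 0.447 (SD, n = 2) and the summit sequence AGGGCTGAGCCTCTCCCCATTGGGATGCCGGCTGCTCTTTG. The second, from 125929974 to 125931025 with its summit at -693 bp, had 8.29 ± 1.15. Both summits fall in an intron of the overlapping gene model Gm20388. At Mitf (ENSMUSG00000035158.8, chromosome 6 from 97757052 to 97971352, plus strand) a peak from 97889602 to 97890017 lay in an intron at -1132 bp from an internal TSS, with 10.7 ± 3.58 and 4 TFAP2 sites within 50 bp of the summit. At Tyrp1 (ENSMUSG00000005994.8, chromosome 4 from 80480027 to 80497623, plus strand) a peak from 80479982 to 80480605 had its summit in the UTR, 10 bp from a TSS, with 9.13 ± 2.52. Slc45a2 (ENSMUSG00000022243.8, chromosome 15 from 10930476 to 10958988, plus strand) had a peak from 10930165 to 10930512 at -129 bp with 8.34 ± 3.42, and a weaker peak of replicate 1 from 10929629 to 10929945 that overlapped a replicate 2 peak without being its largest overlap. The remaining genes with a proximal shared peak were Dct, Oca2, Sox10, Tfap2a, Igf2bp1 and Qpct, with mean enrichments from 2.73 to 8.77. No TFAP2 site lay within 50 bp of the summit at the proximal peaks of Tyrp1, Oca2, Sox10 and Igf2bp1 or at the weaker peak of Slc45a2. The other 11 genes had none. For 2 of these, Tyr and Tfap2b, no shared peak lay within 100 kb, and the nearest were 251946 bp and 758079 bp from the TSS. In the replicate 2 list alone, Tyr and Tfap2b each had 2 proximal peaks and Trpm1 and Slc24a4 each had 1, so their lack of a proximal shared peak rested on replicate 1. Mitf and Sox10 had 3 in that list, Oca2 and Tyrp1 had 2 each, and Slc45a2 had 1 in place of 2.

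**Figure D5:**
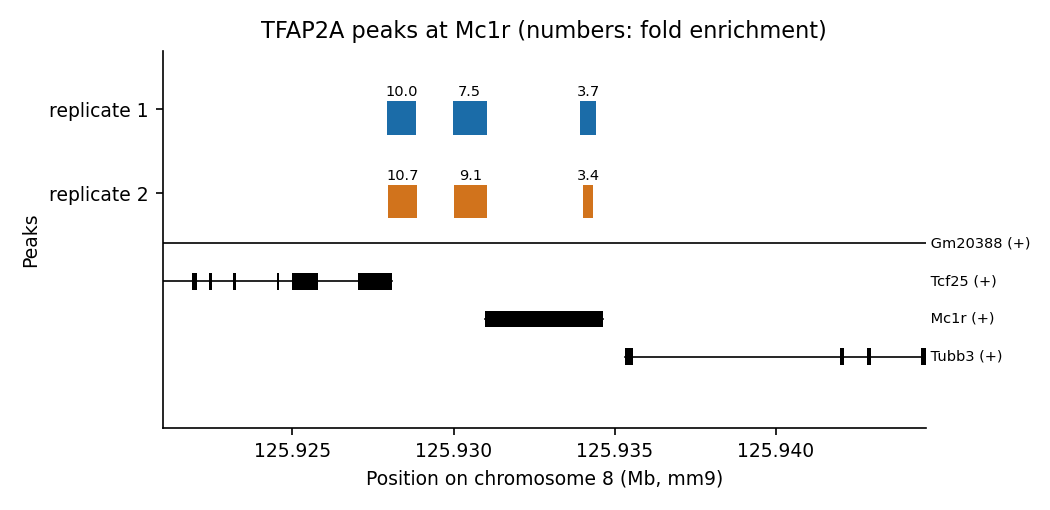
Map of chromosome 8 around Mc1r (x axis, position in Mb, build mm9) with TFAP2A peaks of replicate 1 (blue boxes) and replicate 2 (orange boxes), each labelled with its fold enrichment, above protein-coding gene models (boxes are exons, lines introns, plus sign the strand). The upstream peaks reach 10.0 and 7.47 in replicate 1 and 10.7 and 9.10 in replicate 2, and a weaker pair lies inside Mc1r.

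Peak density was also set out by chromosome, to look for chromosomes on which the replicates differed. Chromosome 11 had the most peaks per Mb of assembled sequence, 11.2 ± 1.05 (mean ± SD, n = 2), and chromosome 14 the fewest among autosomes, 6.50 ± 0.942. The X chromosome had 2.35 ± 0.380 peaks per Mb, and its density was 0.287 ± 0.0170 of that of the autosomes. Replicate 2 had more peaks than replicate 1 on each of the autosomes and on X, by 1.26-fold on X and between 1.02-fold on chromosome 6 and 1.23-fold on chromosome 14 among autosomes. The Y chromosome had 1 peak in each replicate.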

Values the study reported

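The study reported 16,305 loci bound by TFAP2A in mouse melanocytes. This equals the number of replicate 2 peaks that overlapped a replicate 1 peak here, whereas the shared set here held replicate 1 peaks. The study stated that a TFAP2A binding site was present in about 50% of promoter-proximal peaks and in the same proportion of promoter-distal ones. It does not give the site definition or window behind these shares, so they cannot be compared directly with those found here.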

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

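The tests in this part were set out before their results were seen, but that a ratio below 1 argues against extra copies was decided after it was seen. Peaks outside the assembled nuclear chromosomes counted in the totals and overlaps but entered no comparison of location, sequence, genes or chromosomes, and both replicates had some. Replicate 1 had 37 peaks on unplaced contigs and replicate 2 had 41, of which 34 in each replicate overlapped a peak of the other. If these contigs stood for sequence with many more copies in the genome than in the assembly, reads would pile up there, and the -log10 p would be higher than that of peaks of the same enrichment elsewhere. It was lower, at 0.817 ± 0.0775 of the value at main chromosome peaks of like enrichment (mean ± SD, n = 2), which argues against many extra copies as the source of these peaks. That reading assumes that the p-values rest on read counts. Fewer mappable reads on these contigs stays open, and no biological explanation was tested.

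Each replicate also had a peak on the mitochondrial genome, from 15282 to 15690 in replicate 1 and from 15340 to 15659 in replicate 2, with enrichments of 2.01 and 2.07. Mitochondrial DNA is present in many copies per cell, so small differences in coverage between ChIP and input could pass a p-value threshold there at a low enrichment. The -log10 p was 3.90 ± 0.322 times that of the main chromosome peaks nearest in enrichment (mean ± SD, n = 2), the direction that many copies would give. No main chromosome peak of replicate 1 had an enrichment as low as the mitochondrial peak, so there the comparison was with peaks of higher enrichment. A candidate explanation is therefore uneven coverage of abundant mitochondrial DNA. Binding was not tested against it, since the lists give no read counts.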

How the results depend on the processing

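All alternatives in this part were planned. A result with a test was called unchanged when it kept its direction and its side of the threshold, a count when it stayed within 1.5 times its main value, and another value when it stayed within its 95% interval or, for values averaged over the replicates, within 1 SD. Of 118 comparisons of a main result with an alternative, 8 could not have changed: each of 2 replicates lies within 1 SD of their mean (densities by chromosome), and no peaks touched that merging could join. Of the other 110, 83 were unchanged. The enrichment of named shared regions in each replicate alone could not have changed for the same reason and says nothing about stability. At named genes, the number of shared peaks within 100 kb differed from the proximal number in 19 of 21 genes, and the proximal number differed in 19 of 84 comparisons with the other alternatives. The excess of TFAP2 sites, the promoter excess, the intergenic deficit, and the excess of AP-1, TEAD and SOX sites were past their thresholds under each alternative run. So was the overlap against random placement with reciprocal overlap and in the upper 50% of each list. The shifts of 10 kb and 100 kb gave 31.4-fold and 56.8-fold, with no test.

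The upper 50% of each list by enrichment held, by construction, 9264 and 10732 peaks, with 7805 shared (84.3%). In it rho was 0.745, the summit distance 20 bp, the X to autosome ratio 0.394, and the density 4.79 per Mb on chromosome 11 and 3.27 on chromosome 14. The exon share was 2.08% (permutation p = 0.859), and with promoters of 1 kb to each side 2.40% (permutation p = 0.336). The third gene list went from above to below other genes, at 0% (0 of 6, exact p = 1), on 6 genes. The shared percentage was 83.9 with reciprocal overlap of 50%, 82.4 with summits within 100 bp, 78.5 with lists of the same length, 76.0 counted as replicate 2 peaks and 68.0 as merged regions. The Spearman correlation of enrichment between the replicates was 0.833 on -log10 p and 0.815 given both widths. On -log10 p the ratios of shared to single-replicate peaks were 2.25 and 2.17, on another scale. Within 100 kb of the TSS, where most genes have a peak, 80.0% of the second list (exact p = 0.73) and 90.5% of all listed genes (exact p = 0.054) had a peak. With windows of 100 bp, the M-box was in 3.98% of peaks (exact p = 0.0193) and the E-box in 3.44% (exact p = 0.0159). Except for the construction given, the cause was not tested.

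Each replicate alone gave 1.94% to 2.29% for the M-box and 1.69% to 1.90% for the E-box, past the threshold without replicate 1 and not without replicate 2. The second gene list had 60.0% without replicate 2 and 90.0% without replicate 1. No paired analysis was possible because the ChIP replicates form the only group with values. Depth was unknown, so how many peaks more reads would add could not be estimated.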

Other observations

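Tests chosen only after their result had been seen are the odds ratio among distal peaks, the comparison of listed genes with random peak sets, the permutation of bins on chromosome 6 and the comparison of listed genes between lists of the same length. The odds ratios in lists of the same length, the rank differences of sites other than AP-1 and the M-box, chromosome 17 and the distal X peaks were also added after the main values were known. The other tests were set out before their results.

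Peaks found in only 1 replicate differed in sequence between the replicates. AP-1 sites lay within 50 bp of the summit in 8.66% of 2391 peaks found in replicate 1 only (95% interval 7.56 to 9.86) and in 4.16% of 5147 peaks found in replicate 2 only (3.63 to 4.74), an odds ratio of 2.18 (1.78 to 2.68). The M-box went the other way, with 1.51% (1.06 to 2.08) and 3.54% (3.05 to 4.08), an odds ratio of 0.417 (0.282 to 0.601). Fisher's exact p-values adjusted over 7 sites were 1.6e-13 and 6.5e-07. Differences in enrichment do not account for this, since the odds ratios within deciles of enrichment were 2.32 for AP-1 and 0.465 for the M-box. Within deciles of GC content they were 2.10 and 0.401, among distal peaks 1.93 and 0.398, and with 100 bp to each side of the summit 2.10 and 0.458, so base composition, location and summit precision do not account for it either. TCACGTG, a second site of MITF type, had an odds ratio of 0.504 (0.244 to 0.961), in the direction of the M-box. It rested on 12 peaks of replicate 1 only and 51 of replicate 2 only. It was not tested in lists of the same length, where the interval of the E-box, which it contains, included 1. Lists of the same length gave 1.76 for AP-1 and 0.411 for the M-box. TFAP2 sites also differed, with 44.4% in replicate 1 only and 52.9% in replicate 2 only (odds ratio 0.711, exact p adjusted over 7 sites 2.4e-11), but in lists of the same length their odds ratio was 0.922 (0.843 to 1.01). TEAD sites moved from 1.36 to 1.11 (0.955 to 1.29), the E-box from 0.559 to 0.934 (0.647 to 1.35) and the control string from 0.571 to 1.88 (1.53 to 2.30), so the odds ratios of these sites depend on where the lists end.

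For AP-1 and the M-box, the shift was also present where no threshold decides. Among shared pairs, each ranked within its own replicate over the same pairs, the 1021 pairs with an AP-1 site ranked 3.48 percentile points lower in replicate 2 (mean difference -3.48; random pairs of like rank gave -0.981 to 1.00, permutation p = 1.0e-04, the smallest that 10000 draws can give). The 321 pairs with an M-box had a mean difference of 3.29 (random range -1.71 to 1.69, permutation p = 0.0002). Smaller shifts past the threshold were seen for TFAP2 sites (-0.892) and TEAD sites (-1.78), both with a permutation p of 1.0e-04, and the E-box (2.09, permutation p = 0.03, adjusted over 7 sites 0.043), so a shift is not confined to AP-1 and the M-box. That of TFAP2 sites ran against their odds ratio in the whole lists, since they were less frequent in replicate 1 only. SOX sites (-0.382, permutation p = 0.5) and the control string (0.612, permutation p = 0.24) showed none. Sites in pairs were read at the replicate 1 summit only, and the comparison was not rerun at replicate 2 summits. Whether this choice favours replicate 1 at pairs with a site was not tested, so it stays open as a source of the negative shifts. The AP-1 direction was seen on 18 of 20 chromosomes and the M-box direction on 16 of 20. Chance loss of peaks near a threshold would leave shared pairs unmoved. A candidate explanation is that the cells of the replicates differed in regulatory state, with more TFAP2A at AP-1 elements in replicate 1 and at MITF elements in replicate 2. The medium contained a phorbol ester, a class of compound that activates AP-1, but culture conditions were the same in the labels of both replicates. Differences in fixation, fragment length (the peaks of replicate 1 were wider), depth or antibody recovery stay open. No biological explanation was tested, because the design has 2 replicates of 1 group.

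The same lean was looked for at pigmentation genes, with a weaker result. Of 7 genes of the first and second lists without a proximal peak in replicate 1, 4 had one in replicate 2 (Slc24a4, Tfap2b, Trpm1 and Tyr), against 4.69% of other genes (Fisher's exact p = 0.00015). With lists of the same length it was 3 of 7 against 2.77% (exact p = 0.00069), so the longer list of replicate 2 is not the whole reason. However, in those lists 2 of 6 genes (Dct and Tfap2a) had a proximal peak in replicate 1 and not in replicate 2, against 4.80% of other genes (exact p = 0.03; 0 of 3 in the whole lists), so listed genes were more often at the edge of either list and no single direction follows. The 62 shared pairs within 100 kb of these genes ranked 3.30 percentile points higher in replicate 2, which random sets of like rank reached often enough (permutation p = 0.075) that chance is not excluded. None of the 62 held an M-box, so leaving out such peaks gave the same 3.30 and tested nothing.

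Shared pairs on chromosome 6 ranked lower in replicate 2 by 3.30 percentile points (mean difference -3.30), the lowest of 19 autosomes, followed by chromosome 17 at -3.12 (-3.02 within deciles of GC content). When 10 Mb bins were permuted among autosomes, an autosome had a mean over bins as low as that of chromosome 6 (-2.47) in a share of 0.027 of 10000 draws, which argues against chance. The lean ran along the chromosome, with 86.7% of its bins lower in replicate 2, which argues against a few regions as its source, and within deciles of GC content it was -3.34. It was not particular to chromosome 6, since 8 of 9 bins of chromosome 17 (88.9%) were lower too. A difference in copy number between the replicates may give such a pattern, and for chromosome 17 it was not tested. The ratio of -log10 p at the same enrichment on chromosome 6 to that on other autosomes was 1.00 in each replicate, as was replicate 1 over replicate 2. The same measure did differ from 1 on X and at promoters, where the background itself may differ. Both replicates were compared with the same input, so a copy difference between them need not change -log10 p at a given enrichment. The equal values therefore do not decide about copy number, which stays open. No biological explanation was tested, since the labels name no difference between the replicates.

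Peaks on the X chromosome were sparse. Few genes on X is not the whole reason, since 8.26% of 932 coding genes on X had a proximal shared peak (6.57 to 10.2) against 17.4% on autosomes (Fisher's exact p = 4.0e-15). At the same enrichment, the -log10 p of X peaks was 0.707 ± 0.0710 of that on autosomes (mean ± SD, n = 2), and 0.714 ± 0.0473 for distal peaks alone. This is consistent with fewer reads on an X present in a single copy, and the sex of the line was not used here. Fewer reads raise the enrichment a peak needs to be called, so part of the sparseness may be a limit of detection. Reduced binding on X stays open, and no biological explanation was tested.

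The fall in promoter share with enrichment was tested against 3 explanations. Weak promoter peaks did not lack TFAP2 sites, since those in the weakest decile exceeded their flanks by 36.3 percentage points (32.2 to 40.1), against 33.2 for distal peaks of that decile (29.4 to 37.0). Both were below the strongest decile, where the excess was 55.3 at promoter peaks (48.2 to 62.2) and 52.7 at distal peaks (50.0 to 55.5), so the excess was smaller at weak peaks of both classes. Within quintiles of GC content, the odds of promoter location in the weaker against the stronger peaks were 1.49 to 1.92, all with intervals above 1, so GC content is not the whole reason. At the same enrichment, -log10 p was 1.28 ± 0.0111 times higher at promoter than at distal peaks (mean ± SD, n = 2), as a higher background at open promoters would give. A candidate explanation is that this background lowers the ratio at promoters, so that enrichment understates binding there. Weaker binding at promoters stays open, and no biological explanation was tested.

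The higher frequency of proximal peaks at the listed genes was not explained by promoter GC content. Random lists matched on it reached 10 of 21 genes in a share of 0.0008 of 10000 draws (one-sided), with a mean of 3.51 genes. That the study named some of these genes because of their peaks stays a limit on this result. Another is that the lists were not matched on expression. The study reported that promoter-proximal peaks were enriched at highly expressed genes. The lists were also not matched on the number of TSSs, although a gene counted when any of its TSSs had a peak. Mitf, with 7 TSSs, counted through an internal one.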
